A study of Mus musculus with 10 samples. Its data were reported in "Comprehensive Transcriptional Profiling and Mouse Phenotyping Reveals Dispensable Role for Adipose Tissue Selective Long Noncoding RNA Gm15551" (2022).

How the data were processed

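RNA was measured in iBAT of 10 mice on the C57BL/6N background, 5 ΔGm15551 and 5 wild type, all aged 12 weeks and housed for 24 h at 4 °C. Per the labels and the methods of the study, poly A RNA was sequenced in paired-end reads on a NovaSeq instrument. The authors filtered reads with cutadapt and quantified them with salmon against the transcriptome of GENCODE M22 on GRCm38 (or against M22 joined with RNAcentral), and the versions of these tools are not stated. Salmon shares a read that fits several transcripts among them by an estimate of their abundance. The values deposited by the authors were therefore estimated counts (expected counts) per gene, summed and rounded to whole numbers by a step that is not stated, with 1 column per mouse and no scaling to a common depth. All 10 columns were matched to a mouse by name. Whether the counting used the strand of the reads is not stated.

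The table held 54347 gene records, of which 30984 had a count in at least 1 mouse. Gene positions, transcripts and sequences were taken from GENCODE M21 on the same build, where 99.5% of the gene IDs were found. Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr on the groups (minimum count 10, minimum total count 15), which left 13732 genes; Gm15551 fell under the filter and was kept as the target, giving 13733. Library sizes were scaled by TMM. A quasi-likelihood model with genotype as its only term was fitted (glmQLFit with robust estimation, glmQLFTest). The methods of the study name DESeq2 and no batch, litter or sex term for RNA-Seq, and give no model formula. p-values were adjusted by Benjamini-Hochberg over the genes tested, with a threshold of 0.05. The common dispersion was 0.0523, a biological coefficient of variation of 0.229. The standard error of a log2FC was derived from its F statistic. CPM values are TMM-scaled except for Gm15551, for the share of counts on muscle genes, for single muscle genes and for the untested white adipose genes, which used the library totals. log2 CPM had a prior count of 2.

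The depth of 9680976 to 15771170 counts per mouse limits the precision for genes with few counts. A count of 0 allows up to 3 counts of the library's total, and this floor covers counting error only, since reads without molecular identifiers are not independent molecules. The fold given for Gm15551, with all ΔGm15551 libraries at 0, was taken against the pooled floor of that group. Its fitted log2FC depends on the prior count and is only plotted.

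Gene lists for brown adipocytes, common adipocytes, inflammation, immune cells, skeletal muscle, red blood cells and sex were written in advance, and the respiratory chain and mitochondrially encoded sets were taken by symbol prefix among protein-coding genes. The 8 sets were tested with fry of limma 3.58.1 (two-sided) and Benjamini-Hochberg over the 8. Lists of further skeletal muscle genes, of clock genes in phase with Usp2 and of white adipose genes were written after the muscle genes, Usp2 and Lep had been seen to stand out, and before their own tests. Neighbouring genes were those annotated within 1 Mb of Gm15551. By a rule fixed in advance, the genes named were Gm15551, Camk2d, Nnt and 11 markers (Ucp1, Cidea, Dio2, Elovl3, Pparg, Adipoq, Fabp4, Lep, Lcn2, Saa3, Hp), any gene at an adjusted p under 0.05 or, with none, the 3 with the smallest p, and any neighbouring or marker gene under 0.05 over its list. Adrb3 falls outside this rule. Single values were compared by exact permutation tests over all 252 ordered assignments of the 10 mice, two-sided. The variance share of genotype used the 1000 most variable genes. Genes bounded within a 2-fold change were those whose 95% confidence interval from limma-voom lay between -1 and 1 on the log2 scale.

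The gene lists, the genes to be named, the tests and a list of alternatives were fixed before the data were examined. These alternatives were DESeq2 size factors, library totals alone, no filter, a filter of at least 1 CPM in 5 mice, the DESeq2 1.42.0 Wald test, limma-voom with and without sample quality weights, non-robust estimation, leaving out each mouse, the replicate number as a block in 6 mice, leaving out the 3 wild type mice of the higher number series, 1 surrogate variable (svaseq in sva 3.50.0), a loess correction for GC content and length (span 0.3) and leaving out the 10 most abundant genes. An adjusted p under 0.1, an absolute log2FC above 0.5, camera with a correlation of 0.01, 500 or all genes for the variance share and other intervals were also listed. A sex covariate was planned only if mice fell on both sides and was not run, since all 10 had the same pattern. A muscle score covariate, equal depth by thinning and the 6 mice with shared numbers without the block were chosen after seeing the data. The muscle score is the mean log2 CPM of the 10 skeletal muscle genes.

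Pairs of mice within a group were compared for duplicate libraries, and the smallest chi-square per degree of freedom over the 20 pairs was 11.3, so that no 2 libraries agreed within sampling noise. Simulated data were drawn 5 times from the means and dispersions of these libraries. In each draw, 200 changed genes among 13733 were taken from those with a mean of at least 1 CPM. The fit was tested on these data. It called 96.2% of genes changed by 2 on the log2 scale, 70.5% of those changed by 1 and 1.20% of those changed by 0.50, and 4.70% of unchanged genes had an unadjusted p under 0.05. With known changes put into the real counts of 200 such genes at once by binomial thinning, the shares called were 94.0%, 69.5% and 0.10%. Sequence shared between gene records was measured as the share of 31-base words, on either strand, of a gene's M21 transcripts that occur in another gene's transcripts. Figures were drawn with Matplotlib 3.10.9 in Python 3.11.15.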

Results

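The data were gene-level read counts from poly A RNA sequencing of interscapular brown adipose tissue (iBAT), the heat-producing fat depot between the shoulder blades of the mouse. The tissue came from 12-week-old mice kept at 4 °C for 24 h. Of the 10 mice, 5 carried a CRISPR/Cas9 deletion at exon 1 of the lncRNA gene Gm15551 (ΔGm15551, replicates 1, 2, 4, 5 and 7) and 5 were wild type (replicates 2, 3, 5, 6 and 7). The total count per mouse ranged from 12593971 to 14438903 in ΔGm15551 (13533797 ± 687375, SD, n = 5) and from 9680976 to 15771170 in wild type (12474401 ± 2501735, SD, n = 5). These totals did not differ beyond the spread between mice (exact permutation test, two-sided, p = 0.389). A count was recorded for 21454 to 22507 gene records per mouse in ΔGm15551 and for 20937 to 22278 in wild type. The male-specific genes Ddx3y, Eif2s3y, Kdm5d and Uty were counted in all 10 mice, with at least 68 counts each, and Xist reached at most 2 counts, so that no mouse had a female expression pattern.

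Gm15551 (ENSMUSG00000086679.2) lies on chromosome 3 of GRCm38 from 126667329 to 126669044 on the minus strand. Exon 1 spans 126668845 to 126669044 (200 bp) and exon 2 spans 126667329 to 126667663 (335 bp). The gene is transcribed antisense to Camk2d (ENSMUSG00000053819.16, chromosome 3, 126596302 to 126846326, plus strand), which encodes a calcium-dependent kinase subunit. In all 17 of the 28 annotated Camk2d transcripts that span the lncRNA, it falls inside intron 2, and 0 of them have an exon that overlaps it.

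**Figure D1:**
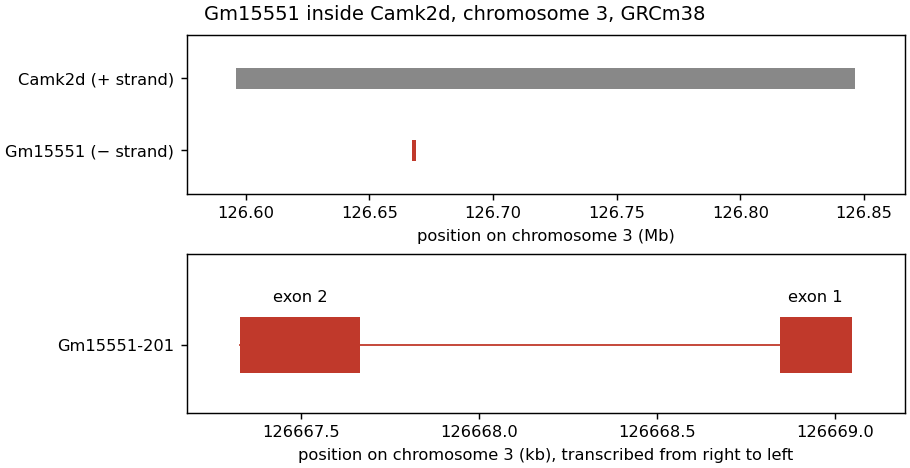
Position of Gm15551 in Camk2d on chromosome 3 of GRCm38, with the axis in Mb above and in kb below; bars are whole genes in the upper panel and the 2 exons of Gm15551 in the lower panel. Gm15551 sits inside the Camk2d gene body, with exon 1 (200 bp) at its right end and exon 2 (335 bp) at its left end.

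The targeted gene was examined first in every mouse. All 5 ΔGm15551 mice had 0 counts of Gm15551, which at the depth of the single libraries allows up to 0.208 to 0.238 CPM (the count scaled to a fixed library total). Among the wild type mice, replicate 2 had 1 count, replicate 3 had 2, replicate 5 had 6, replicate 6 had 7 and replicate 7 had 0, a mean of 0.225 ± 0.199 CPM (SD, n = 5). Wild type replicate 7 therefore could not be told from the knockout by this gene, and its depth allows up to 0.310 CPM. Summed over mice, wild type libraries held 16 of 62372004 counts and ΔGm15551 libraries 0 of 67668984. The pooled wild type value was 5.79-fold the floor of ΔGm15551 (4.36-fold without wild type replicate 6, the mouse with the most counts). The floor covers the counting error of ΔGm15551 only. The counting error of wild type and the spread between mice are not in it, so 5.79 is not a lower limit of the fold. The difference in CPM between the groups gave p = 0.0476 (exact permutation test, two-sided, n = 5 per group). In the fit across all genes, edgeR's quasi-likelihood test gave an unadjusted p of 0.00606 and a Benjamini-Hochberg adjusted p of 0.99998. The 505 distinct 31-base words of the Gm15551 transcript in GENCODE M21 occur in no other gene record annotated there (0% shared). The study describes 2 transcripts with different end sites, and sequence outside the M21 transcript was not checked. Whether the counting used the strand of the reads is not stated, so counts from unspliced Camk2d RNA are not excluded.

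Whether loss of the lncRNA altered its host gene was asked next. Camk2d was at 32.8 ± 7.37 CPM in ΔGm15551 and at 30.6 ± 0.671 CPM in wild type (SD, n = 5 each). Its log2FC was 0.10 (SE 0.14), with an unadjusted p of 0.472 and an adjusted p of 0.99998 in edgeR's quasi-likelihood test. The estimate moved to -0.04 without ΔGm15551 replicate 2, the mouse with the highest value (44.7 CPM), and stayed far from the threshold. Of the 45 annotated genes within 1 Mb of Gm15551, 6 were expressed enough to be tested, and 0 differed, whether adjusted over all genes tested or adjusted over the list alone. The smallest p adjusted over the list alone was 0.622, and 0 had an unadjusted p under 0.05. Their log2FC lay between -0.52 (Zgrf1, adjusted p over the list alone 0.622) and 0.22.

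**Figure D2:**
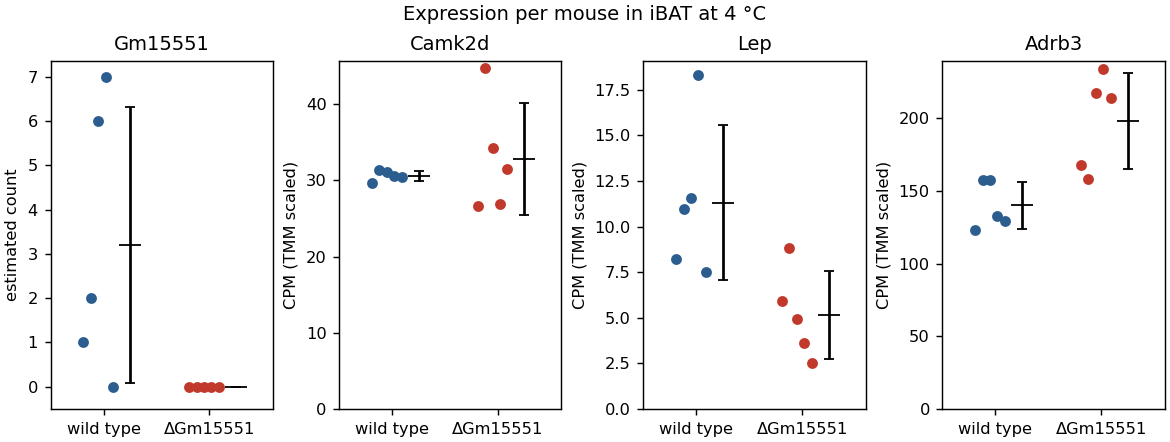
Values of each mouse for Gm15551 (estimated counts) and for Camk2d, Lep and Adrb3 (CPM), with each dot a mouse and the bars giving the mean and SD of the 5 mice to their left. Gm15551 reached 7 counts in wild type and 0 in every ΔGm15551 mouse, whereas the Camk2d values overlapped.

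The transcriptomes of ΔGm15551 and wild type iBAT were then compared over the 13733 genes tested, which held 99.8% of all counts. At an adjusted p under 0.05 (edgeR's quasi-likelihood test, Benjamini-Hochberg), 0 genes differed. The smallest adjusted p was 0.99998. At an unadjusted p under 0.05 there were 220 genes, 132 higher and 88 lower in ΔGm15551. This was 1.602% of the genes tested, where 5% would be 687 genes. The count of genes called was 0 in all 28 alternatives that give it. Among these, a threshold of 0.1 and an added limit of 0.5 on the absolute log2FC were applied to the main fit only. With its smallest adjusted p at 0.99998, both could only give 0. The alternative that moved the count at unadjusted p most was the fit without a filter on low counts, with 869 of 30984 genes (2.80%). As a share of the genes tested, the fit to the 6 mice whose replicate numbers occur in both groups moved it most, with 554 genes (4.02%), followed by 1 surrogate variable with 478 (3.48%) and limma-voom with quality weights with 470 (3.42%). Leaving out ΔGm15551 replicate 1 raised it to 420 genes and leaving out wild type replicate 7 to 404. The balance of directions also depended on the setting, with 233 genes higher and 321 lower in those 6 mice and 208 higher and 212 lower without ΔGm15551 replicate 1. Among the 864 lncRNA genes tested, 23 had an unadjusted p under 0.05, and among the 12277 protein-coding genes 186.

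The changes were small in size. The median absolute log2FC over the genes tested was 0.09, and 95% of the genes lay at or under 0.41. An absolute log2FC above 1 was estimated for 42 genes. The limma-voom 95% confidence interval lay wholly within a 2-fold change in either direction for 12363 genes, or 90.0% of those tested, and for 92.6% of the 13091 genes with a mean of at least 1 CPM. Without the 3 wild type mice of the higher number series it was 10518 genes, or 72.3% of the 14544 then tested, and without a filter on low counts 14677, or 47.4% of 30984. When known changes were put into the real counts of 200 genes at once by thinning, 69.5% of the genes changed 2-fold were called. Of the genes changed by 0.50 on the log2 scale, 0.10% were called. These 200 genes had a mean of at least 1 CPM, so the shares do not cover rarer genes. Benjamini-Hochberg asks for a smaller p where fewer genes change, so the shares also do not hold for a few changed genes.

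**Figure D3:**
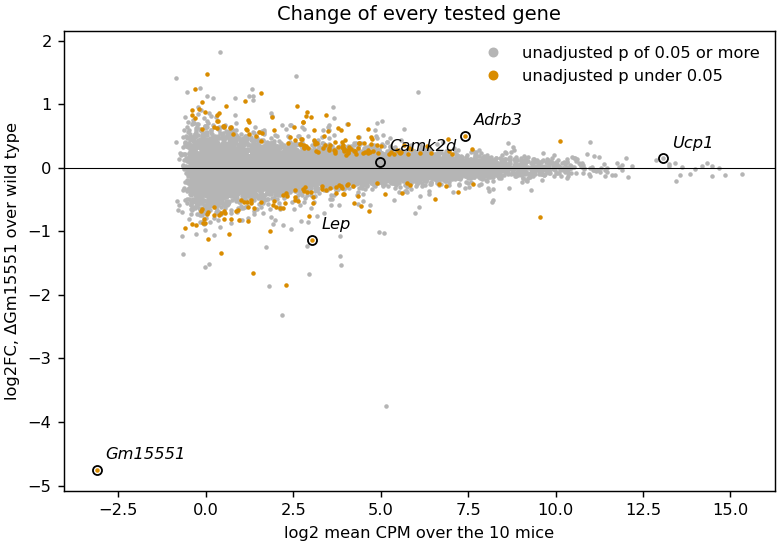
log2FC of ΔGm15551 over wild type against the log2 mean CPM of the 10 mice, with each dot a gene of the 13733 tested; orange dots have an unadjusted p under 0.05 and circles mark named genes. The 220 orange dots lie on both sides of 0, and the fitted log2FC of Gm15551 rests on 16 counts in wild type against 0.

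The 3 genes with the smallest p were Gm10638, Gm17251 and Usp2, all with an adjusted p of 0.99998 in edgeR's quasi-likelihood test. With the DESeq2 Wald test the adjusted p of Gm10638 over all genes was 0.0615, the lowest of the 26 alternatives, whose highest was 0.99999, and in edgeR it was 0.584 without ΔGm15551 replicate 7. Gm10638 (ENSMUSG00000074178.3, chromosome 8, 86745699 to 86746603) had a log2FC of 0.82 (SE 0.16, unadjusted p = 0.00015), at 9.27 ± 1.71 CPM against 5.23 ± 0.609 CPM, and all 5 ΔGm15551 mice were above all wild type mice. Gm17251 (ENSMUSG00000090952.2, chromosome 17, 33759992 to 33761870) had a log2FC of 0.65 (SE 0.15, unadjusted p = 0.00096), and again all 5 ΔGm15551 mice were above all wild type mice. The deposited biotypes are antisense and bidirectional promoter lncRNA, and in the annotation Gm10638 overlaps Siah1a and Gm17251 overlaps Rab11b on the other strand, so their counts are uncertain where strand was not used; 37.4% of the 31-base words of Gm17251 occur in another gene record. Usp2 (ENSMUSG00000032010.15, chromosome 9, 44067021 to 44095627) had a log2FC of -0.50 (SE 0.13, unadjusted p = 0.00246), with 3 of 5 ΔGm15551 mice below all wild type mice.

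Marker genes of brown adipocytes, of adipocytes in general, of inflammation and of immune cells were compared as a list fixed in advance. Of its 44 genes, 32 were tested, and 0 differed at an adjusted p under 0.05, both over all genes and adjusted over the list alone. At an unadjusted p under 0.05 there were 2, Lep and Adrb3, and both had a p adjusted over the list alone of 0.0502. Lep was lower in ΔGm15551 (5.16 ± 2.41 against 11.3 ± 4.27 CPM, SD, n = 5 each; log2FC -1.14, SE 0.31, unadjusted p = 0.00314 in edgeR), with 4 of 5 ΔGm15551 mice below all wild type mice. Adrb3, which encodes the β3-adrenergic receptor and was singled out after its values were seen, was higher (198 ± 33.0 against 140 ± 16.1 CPM; log2FC 0.50, SE 0.13, unadjusted p = 0.00253 in edgeR). The call on this list depended on the setting. With the DESeq2 Wald test both genes passed, at 0.0075 adjusted over the list alone, and across the alternatives that value ran from 0.0075 to 0.675. Without ΔGm15551 replicate 2 both passed (Lep 0.0128, Adrb3 0.0154), and without ΔGm15551 replicate 1 only Adrb3 did (0.0457).

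The thermogenic and adipocyte markers measured in the study showed smaller differences, all with an adjusted p of 0.99998 in edgeR. Ucp1, which encodes the uncoupling protein of brown fat, was at 9134 ± 2143 CPM in ΔGm15551 and 8244 ± 1058 CPM in wild type (log2FC 0.15, SE 0.18). Its log2FC was 0.07 without wild type replicate 7 and 0.28 without ΔGm15551 replicate 1. Across the 26 alternatives it ran from 0.06 (without the 3 wild type mice of the higher number series) to 0.38 (the replicate number as a block in 6 mice). The log2FC was -0.03 (SE 0.15) for Cidea, -0.08 (SE 0.16) for Dio2, 0.05 (SE 0.17) for Elovl3 and 0.05 (SE 0.15) for Pparg. It was 0.20 (SE 0.12) for Adipoq, 0.02 (SE 0.13) for Fabp4 and -0.12 (SE 0.20) for Hp. Those of Cidea, Elovl3, Pparg, Fabp4 and Hp changed sign when single mice were left out. The acute-phase genes Lcn2 and Saa3 were too low to be tested, with at most 14 counts in any mouse. Nnt, a gene that differs between C57BL/6 substrains, was counted in all 10 mice when its 2 gene records were summed, at 6.13 ± 1.04 CPM in ΔGm15551 and 6.23 ± 1.47 CPM in wild type (exact permutation test, two-sided, p = 0.913).

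None of the 8 gene sets differed between the groups in fry, the rotation test of limma (adjusted p of 0.990 for each set). The mean log2FC was 0.08 for brown adipocyte genes (12 tested), -0.06 for common adipocyte genes (10), 0.03 for respiratory chain genes (95), -0.03 for mitochondrially encoded genes (13), 0.08 for inflammatory genes (5), -0.05 for immune cell genes (5) and 0.02 for red blood cell genes (5). Skeletal muscle genes (10) had a mean log2FC of -0.25, and this estimate moved most, to -5.46 in the 6 mice whose replicate numbers occur in both groups (adjusted p = 0.531 in limma's fry) and to 4.17 without the 3 wild type mice of the higher number series (adjusted p = 0.959 in limma's fry). For 7 of the 8 sets, all but brown adipocyte genes, the mean changed sign when single mice were left out. With camera and its preset correlation of 0.01 the smallest adjusted p was 0.514, so that 0 sets were called by either test.

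Whether the mice separated by genotype was tested over the 1000 most variable genes. Genotype accounted for 5.32% of the variance of log2 CPM, and every other split of the 10 mice into 5 and 5 accounted for more (exact permutation test, p = 1). The share was 28.1% in the 6 mice whose replicate numbers occur in both groups (exact permutation p = 0.3). So few mice allow no p under 0.05 in that test, so it cannot decide whether these 6 separated by genotype. The share was 13.3% without the 3 wild type mice of the higher number series (exact permutation p = 0.667) and 9.41% without wild type replicate 7 (exact permutation p = 0.762). The first principal component held 44.6% of the variance and the second 12.2%, and neither separated the groups (exact permutation test, two-sided, p = 0.968 and p = 0.849). Of the 20 genes with the largest loadings on the first component, 8 were on the list of 10 skeletal muscle genes. These 10 genes took between 0.000144% and 0.197% of the counts in ΔGm15551 mice and between 0.000159% and 0.306% in wild type mice. Their mean log2 CPM was 2.24 ± 4.18 in ΔGm15551 and 2.14 ± 4.08 in wild type (SD, n = 5 each; exact permutation test, two-sided, p = 0.960). Of the mouse numbers in the labels, 3 form a series far above the other 7 and belong to wild type mice only, so that this series and the genotype cannot be separated for those mice.

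**Figure D4:**
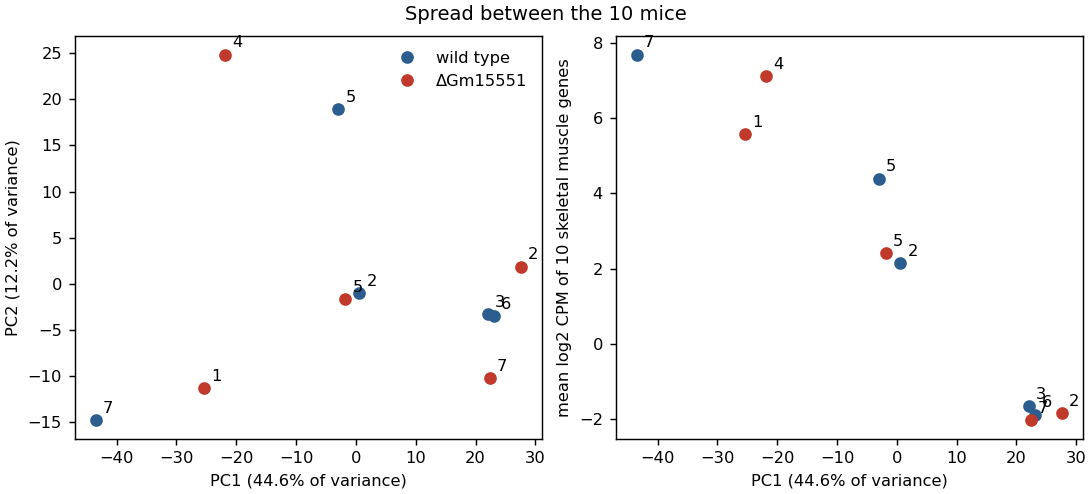
First against second principal component of log2 CPM over the 1000 most variable genes (left), and the first component against the mean log2 CPM of 10 skeletal muscle genes (right), with each dot a mouse labelled by its replicate number. The groups overlap on the first component (44.6% of the variance), where ΔGm15551 mice lie from -25.4 to 27.6 and wild type mice from -43.5 (replicate 7, alone at the left) to 23.1.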

Values the study reported

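In an experiment with mice at room temperature and in the cold, the study reported 6 genes that differed between wild type and ΔGm15551 iBAT (Wald test, s < 0.05), and 1864 that responded to the cold. It reported 2531 genes that changed with temperature or genotype in iBAT (LRT, p < 0.001). The deletion was given as 1113 bp that include exon 1 of Gm15551, at 126462197 to 126463309 on chromosome 3 of GRCm38.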

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

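All of the tests in this part were chosen after the values they concern had been seen. Over the values reported per mouse, 61 groups of 5 mice were searched for a mouse lying apart from the others by Dixon's ratio (critical value 0.71). There were 4 such values, 3 of them from wild type replicate 7 and 1 from ΔGm15551 replicate 7, and by chance about 1 in 20 groups gives one, which is 3.05 here. The 3 values of wild type replicate 7 are not independent of each other.

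In wild type replicate 7, 0.306% of the counts fell on the 10 skeletal muscle genes, far above the other wild type mice (0.000159% to 0.0279%). By the mean log2 CPM of these genes the same mouse was highest but did not lie apart (Dixon's ratio 0.350). The flag therefore depends on the scale. Muscle genes differed between mice of both groups, and that pattern is weighed as a whole among the other observations.

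The same mouse was low in Ucp1 (6436 CPM against 8266 to 9007 CPM in the other wild type mice, with a Dixon's ratio of 0.712, just past the critical value) and in Dio2 (304 CPM against 445 to 490 CPM). Relative to the mean of the other 4 wild type mice, Ucp1 was at -0.43 and Dio2 at -0.64 on the log2 scale. A bias by gene length or GC content does not account for the pair, as the mean after the loess correction for both was -0.36, against -0.54 before. The correction acted on Dio2 (-0.24 after) and not on Ucp1 (-0.48 after), so that a part in Dio2 is left open. A replacement of brown adipocyte RNA by muscle RNA was tested next. Among 20 other brown and common adipocyte genes 16 were lower in this mouse, with a median of -0.29, which met the level set for this explanation before the test. The differences were uneven, from -1.48 for Ppargc1a to 0.29 for Fabp4 and 0.65 for Cox8b, and ΔGm15551 replicate 4, with 0.197% of its counts on muscle genes, had the highest Dio2 among the ΔGm15551 mice (511 CPM). In the other direction, ΔGm15551 replicate 1, with 0.0843% on muscle genes, had the lowest Ucp1 of all 10 mice (5747 CPM). Replacement was therefore read as open once these values were known, since the share of all muscle RNA in the library was not measured and the pattern rests on 1 library. The design gives no biological difference between mice of a group, so no biological explanation was tested. Without this mouse the log2FC was 0.07 for Ucp1 and -0.18 for Dio2, against 0.15 and -0.08 with it.

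ΔGm15551 replicate 7 had a TMM factor of 0.930, against 1.01 to 1.04 in the other ΔGm15551 mice. Whether a few genes taking many of the counts lowered it stays open. With the 10 most abundant genes left out its factor was 0.955 and no longer lay apart (Dixon's ratio 0.314), which met the level set before the test, but it was still the lowest of the ΔGm15551 mice, and the factor of ΔGm15551 replicate 1 rose to 1.06. The 10 most abundant genes of each library held 24.5% of the counts in this mouse, and 26.8% in ΔGm15551 replicate 1 and 26.7% in wild type replicate 7, whose factors were 1.02 and 1.01. With these values, seen afterwards, the test on a single library was read as undecided. Leaving out these 10 genes left the number of genes at an adjusted p under 0.05 at 0. No biological explanation was tested.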

How the results depend on the processing

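The number of genes called was 0 in all 28 alternatives that give it, and the neighbouring genes gave 0 in all 26. The threshold of 0.1 and the added log2FC limit of 0.5 could only give 0, as both used the main fit. At an unadjusted p under 0.05 the number ranged from 169 (without wild type replicate 3) to 869 (no filter). Gm15551 was fitted as lower in ΔGm15551 in all 26 alternatives, with an adjusted p from 0.835 to 0.99999. The adjusted p of Gm10638 ran from 0.0615 (DESeq2 Wald test, where the threshold of 0.1 was not applied) to 0.99999. The share of variance by genotype ranged from 4.87% (equal depth) to 43.2% (the replicate number as a block in 6 mice). The value with the block is a share of the variance left within blocks, so it is not comparable with the others. Its exact permutation p was 0.5, and so few mice allow no p under 0.05. In the same 6 mice without the block the share was 28.1%. The number of genes bounded within 2-fold ranged from 10340 to 14677. As a share of the genes tested this number ran from 47.4% (no filter) to 92.7% (at least 1 CPM in 5 mice). The smallest adjusted p of a set in any fit was 0.324.

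The marker list adjusted alone gave 0 genes in the main setting and 2 genes (Adrb3 higher, Lep lower) with DESeq2 size factors, with the 10 most abundant genes left out, with 1 surrogate variable, at equal depth, with the DESeq2 Wald test, with limma-voom and with limma-voom with quality weights. It gave from 0 to 2 across the 10 fits that each left out a mouse. Both genes lie at 0.0502 in the main setting, so that small shifts carry them over the threshold, and the cause was not tested further.

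No set passed the threshold in any alternative (adjusted p from 0.324 to 0.999), and the cause of the changes of sign below was not tested. They concerned means near 0, except for the skeletal muscle set. Without a filter the inflammatory set was at -0.37, where genes with few counts enter. With the GC and length correction the mitochondrially encoded set was at 0.035. The skeletal muscle set was at 1.58 with 1 surrogate variable, at 0.29 with limma-voom, at 0.62 with limma-voom with quality weights (mitochondrially encoded set 0.010) and at 0.059 with the muscle score covariate, which removes the set's own mean by construction. Without the 3 wild type mice of the higher number series, Elovl3 was at -0.11, Pparg at -0.067, the inflammatory set at -0.010, the immune cell set at 0.17 and the skeletal muscle set at 4.17.

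The replicate numbers 2, 5 and 7 occur in both groups, but deviations from the group means did not go together (r = -0.07, 0.05 and -0.39 across genes), so the numbers do not pair the mice. With the replicate number as a block in these 6 mice, 0 genes had an adjusted p under 0.05 and 398 an unadjusted p under 0.05 (154 higher, 244 lower), against 0 and 554 (233 higher, 321 lower) in the same 6 mice without the block. The common adipocyte set was at 0.083 with the block and 0.092 without it, the respiratory chain set at -0.078 and -0.077, the inflammatory set at -0.12 and -0.092, the red blood cell set at -0.085 and -0.35 and Dio2 at 0.030 and 0.017. Ucp1 was at 0.38 both with and without the block, Pparg at 0.25 and 0.23 and Hp at -0.46 and -0.41. The block changed no call.

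Across the 10 fits that each left out a mouse, log2FC ran from -0.038 to 0.17 for Camk2d, from -0.14 to 0.057 for Cidea, from -0.016 to 0.19 for Elovl3, from -0.052 to 0.13 for Pparg, from -0.030 to 0.078 for Fabp4, from -0.20 to 0.030 for Hp and from -0.11 to 0.12 for Nnt with both records summed. Set means ran from -0.12 to 0.0041 for common adipocyte, from -0.025 to 0.099 for respiratory chain, from -0.11 to 0.040 for mitochondrially encoded, from -0.0018 to 0.15 for inflammatory, from -0.16 to 0.041 for immune cell, from -1.80 to 2.63 for skeletal muscle and from -0.15 to 0.52 for red blood cell genes.

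A sex covariate was not run, as all 10 mice had the same pattern of sex-linked genes. Depth limits Gm15551 in particular, with at most 7 counts in a mouse, and any gene of similar abundance. With changes put into the real counts of 200 genes at once, 69.5% of the genes changed 2-fold were called. For a change of 0.50 on the log2 scale the share was 0.10%. Those genes had a mean of at least 1 CPM, so the shares do not cover genes as rare as Gm15551. They also do not hold where only a few genes change, since the adjustment is then stricter.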

Other observations

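All explanations in this part were put up after the pattern they concern had been seen, and the tests of the muscle genes against the mouse number series and genotype were chosen when their results were already known.

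The number of genes at an adjusted p under 0.05 was 0 here. That is lower than the value quoted from the study above. The comparison there drew on an experiment with both temperatures and used s-values. With 0 genes in the real split, any split gives at least as many (100 of the 100 drawn from 126), so that this count says nothing about chance. Of these splits, 9 gave at least 1 gene.

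Fewer genes reached an unadjusted p under 0.05 than 5% of those tested (220, or 1.602%, where 5% would be 687). The test itself was not too strict at 5 mice per group, since 4.70% of unchanged genes reached that p in simulated independent counts. Unequal depth does not account for it either, as the share was 1.45% with every library thinned to the smallest total. Skeletal muscle RNA widening the spread was not the whole of it, as the share was 2.01% with the muscle score as a covariate. With 1 surrogate variable it was 3.48%. Of 100 splits, 83 gave at least as many genes as the real one, with a median of 428 genes, a mean of 740 (5.38% of the genes tested) and a range from 114 to 4282. Genes that vary together may therefore make any single split run low or high, and the real split lies within that range. Litters, which the labels do not give, were not tested.

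Skeletal muscle genes differed widely between mice, while how much of the whole spread they account for was not measured. Acta1 ran from 0 to 503 CPM, Myh4 from 0 to 722 CPM and Ckm from 0 to 384 CPM, each with its highest value in wild type replicate 7, and the muscle score spanned 9.73 on the log2 scale. Unequal depth does not explain it, since the span was 9.35 at equal depth. The series of mouse numbers does not, since the span was 9.16 within the 7 mice with lower numbers. Genotype does not, since the exact permutation p of the score was 0.960. Muscle tissue carried over at dissection may be the source. Of a further list of 10 muscle genes, written before the test, 80% rose with the score at an adjusted p under 0.05 in edgeR's quasi-likelihood test, which were all 8 of the list that could be tested. In the same fit 96 of 13733 genes followed the score, 90 of them upwards. Muscle fibres within the depot remain open as an alternative source.

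The share of variance that followed genotype (5.32%) was lower than that of all other splits of the mice, whose median was 9.37% and highest 33.1%. An even spread of muscle RNA over the groups is a possible explanation. With the muscle score regressed out of every gene, 30 of 126 splits had a share as low as the real one (9.47%), so the real split no longer stood apart. Genotype as a biological cause of a low share was not tested.

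Nnt showed a switch between its 2 gene records. ENSMUSG00000025453.18 had 101, 79 and 68 counts in ΔGm15551 replicates 4 and 5 and wild type replicate 2, where ENSMUSG00000116207.1 had 0. In ΔGm15551 replicate 7 and wild type replicate 5 the first had 0 counts and the second 66 and 68. ΔGm15551 replicate 1 had 47 and 45. The sum was between 66 and 101 counts in all mice. All 31-base words of the second record (100%) also occur in another gene record. The pattern was wider than this gene. Leaving aside genes that follow the muscle score, 42 of the tested records had 0 counts in some mice and at least 5 CPM in another, among them both Nnt records and Gm28437, which prompted the search. Gm28437 reached 303 CPM in wild type replicate 3 and was at 0 in 5 mice. Unequal depth does not account for these, as the 5 smallest libraries held 54.3% of the zeros. Sharing of reads between near-identical records may be the source. The median share of 31-base words found in another record was 98.9% for the 42 records and 3.72% for 42 records matched on mean CPM, and 41 of the former and 3 of the latter shared over 50% of their words. A single such record says little about a mouse, and a reading of one Nnt record as a substrain difference would not hold for the sum. No biological explanation was tested.

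Usp2, among the 3 genes with the smallest p, is driven by the circadian clock, and a difference in the time of dissection could lower it. Of 9 clock genes that peak with it, 8 were lower in ΔGm15551, with a mean log2FC of -0.28. The set missed the level fixed before the test, which was a p under 0.05 (p = 0.294 in limma's rotation test fry, and p = 0.246 in an exact permutation test of the mean log2 CPM, added later). That result was first to count against the time of dissection and was read as open once the direction of the single genes was known, since a set that is lower without passing excludes nothing. Time of dissection and genotype cannot be told apart here, as the times are not given. Taken alone, Usp2 had an exact permutation p of 0.0238 in log2 CPM, and its choice from 13733 genes makes that value optimistic.

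Lep and Adrb3 moved in opposite directions in ΔGm15551, with exact permutation p of 0.0238 and 0.00794, the latter the smallest that 10 mice can give. White adipose tissue carried over at dissection could change Lep. Of 8 white adipose genes on a list, 4 were expressed enough to be tested and 2 of these were lower in ΔGm15551, with a mean log2FC of -0.23. The log2FC was -0.75 for Hoxc8 (unadjusted p = 0.0468 in edgeR) and -0.33 for Retn, against 0.07 for Slc7a10 and 0.09 for Nnat. This set also missed the level fixed before the test (p = 0.444 in limma's rotation test fry, and p = 0.405 in an exact permutation test of the mean log2 CPM, added later) and was likewise read as open afterwards, because 4 genes that go both ways decide nothing. This explanation and genotype cannot be told apart for Lep. Hoxc9, Hoxc10, Tcf21 and Wt1, also on the list, had a mean of at most 0.139 CPM. For Adrb3, 21.96% of its 31-base words occur in another gene record, so part of its count is uncertain. Neither gene passed the adjustment over the marker list in the main setting, Lep passed it in 8 and Adrb3 in 9 of 26 alternatives, and Adrb3 was picked from it after its values were seen, so both remain hypotheses.

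Exon 1 of Gm15551 lies at 126668845 to 126669044 on chromosome 3 of GRCm38. The interval quoted from the study above is labelled there with the same build, but it lies lower on the chromosome and does not overlap exon 1. The cause was not tested.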
